A study of Mus musculus with 8 samples. Its data were reported in "The RNA-binding protein HuR is a negative regulator in adipogenesis" (2020).

How the data were processed

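Epididymal white adipose tissue (eWAT) came from male mice aged 6 weeks that lack the RNA-binding protein HuR (gene Elavl1) in adipocytes (HuR-FKO), and from littermates with intact floxed alleles (Ctrl). Tissue of 3 mice was pooled for each replicate, and each pool gave an mRNA library and a library of ribosome-protected fragments (RPF). There were 2 pools per genotype, hence 8 libraries in 4 groups of 2.

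The authors deposited a table of RPKM values, reads on the coding sequence scaled by its length and by the library's total of coding reads, with a column for each library. Per the labels, cutadapt 1.8.3, TopHat2 2.0.9 and Bowtie 1.0.0 were used; the genome build, annotation and counting program of these libraries are not given in the sources used here. The deposited table also holds the authors' log2 ratios and a log10 ratio of group means, which were checked against the library columns and not tested. It lists 8562 genes, 8325 with curated and 237 with predicted RefSeq transcript IDs, and every listed value is above 1 RPKM, so genes below that level were left out before deposit. A spreadsheet had turned 19 symbols into dates, of which 18 were restored from their RefSeq IDs.

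Depth was recovered from the values. A GENCODE M21 coding length was matched for 8245 genes (96.3%). Of these, 98.4% had whole reads in all 8 libraries at that length minus 1 base, within a tolerance of 0.001 read. For the other 447 genes of the table, the smallest whole numbers in the same ratios were taken, which may understate their reads. Total coding reads were 5223721 to 8060054 in the mRNA libraries and 531966 to 1311977 in the RPF libraries. The median gene had 244 to 366 reads in an mRNA library and 16 to 40 in an RPF library, and 23.3% to 55.9% of genes had fewer than 20 RPF reads. Reads from PCR-amplified libraries without molecular identifiers are not independent molecules, so error estimates from reads cover counting error only.

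Values were tested as log2(RPKM + 1), with genes kept where the mean exceeded 1 RPKM in at least 1 genotype, which removed none. Fold changes are on this scale and understate the change of genes with low values. The mRNA and RPF comparisons (HuR-FKO against Ctrl) each used the 4 libraries of the assay in limma 3.58.1 (R 4.3.3) with a mean-dependent prior (lmFit, then eBayes with trend). Translational efficiency (TE), the RPF level relative to the mRNA level, was compared as the interaction of genotype and assay in a limma fit over all 8 libraries. TE was also compared between genes, relative to the median gene. P-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. With 2 libraries against 2, an exact permutation test of a single value cannot go below p = 0.333.

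Before the data were examined, 39 gene lists were written from textbook pathways, cell type markers and the study, of which 38 had at least 3 measured members. Lists were tested with camera at a preset correlation of 0.01, again with the correlation estimated from the data, and with fry. With an estimated correlation, camera rests on the residual degrees of freedom, 2 in mRNA and RPF and 4 in TE, and has little power. In mRNA the fatty acid and triglyceride synthesis list had an estimated correlation of -0.031, below the preset, yet its camera p went from 2.7e-09 to 0.021. A list that did not pass this way is therefore not shown to be unchanged. The study's 200 most enriched HuR-bound mRNAs, ranked by the Ctrl to HuR-FKO ratio of immunoprecipitated RNA, were compared with all other genes by the Kolmogorov-Smirnov test, as the study did. Genes are not independent replicates, so that p-value is too small.

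The genes named were set by a rule also written before the data were examined. It takes Elavl1, Insig1, Fabp4, Cebpb and Hmgb1, which the study names. Also taken are the 10 largest rises and 10 largest falls past the threshold without genotype overlap, at a mean of at least 5 RPKM. For each list past camera it takes up to 4 members past the threshold, or the 2 most abundant members as values only, and for a described list that did not pass, the 2 most abundant. Which lists to describe among those that did not pass was chosen after the values were seen. The reversals counted in the closing section therefore cover the genes of all lists. A gene outside the rule is said to be chosen after its values were seen. Of the genes that the rule takes, 2 are not reported here.

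Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, a filter at a mean of 5 RPKM, median ratio scaling, quantile normalization, the replicate number or pool as a block, a shared fit over all 8 libraries, eBayes without trend, all rows of the table, and leaving out each pool in turn. Added after the values were seen were limma's voom on the recovered reads, and removal of the trend with transcript length and coding G+C content from each library (splines with 4 degrees of freedom, 8245 genes), for TE also with the pool as a block. Lists of glucocorticoid-induced genes, FoxO targets, clock genes of the Per and Nr1d1 phase and of the Arntl phase, p53 targets, and acute-phase and serpin A3 genes were also written after the values were seen.

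Pools tie the mRNA and RPF library of a replicate, since both came from the same tissue. Deviations from the group mean correlated at 0.045 between the assays of the Ctrl pools and 0.055 in the HuR-FKO pools. Across genotypes the replicates share only a number.

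Each fit was tested on simulated libraries of the 8562 genes with 200 changed genes, drawn with the measured levels and depths. Genes were drawn independently, with 1 median dispersion per assay (0.00651 in mRNA, 0.0073 in RPF). Trends shared by many genes of a library and differences in spread between genes were absent. Recovery and calls of unchanged genes may therefore differ in the real libraries. Of genes changed 2-fold, 98.5% were recovered in mRNA, 22.4% in RPF and 16.4% in TE; of genes changed 4-fold, 100.0%, 69.7% and 66.7%. Unchanged genes called numbered 10, 2 and 1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Coordinates are from GENCODE M21 (GRCm38).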

Results

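Matched mRNA and RPF libraries were compared in eWAT of Ctrl and HuR-FKO mice, to ask which mRNAs change when adipocytes lack HuR, and whether their ribosome load changes as well. Each genotype had 2 pools, and each pool gave 1 mRNA and 1 RPF library. The mRNA libraries held 5456731 and 8060054 coding reads in Ctrl and 5223721 and 5967917 in HuR-FKO, and the RPF libraries held 1153205 and 723940 in Ctrl and 1311977 and 531966 in HuR-FKO. Replicate libraries correlated at r = 0.989 to 0.991 across genes within a genotype for mRNA, against 0.971 to 0.974 between genotypes. For RPF the values were 0.970 to 0.974 within and 0.956 to 0.972 between genotypes. Fabp4, which encodes the fatty acid carrier of adipocytes, had the highest value in all 8 libraries.

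The deleted gene came first. Elavl1 (NM_010485, chromosome 8, 4285382 to 4325413) had an mRNA level of 45.3 ± 6.36 RPKM in Ctrl and 42.4 ± 1.17 RPKM in HuR-FKO (SD, n = 2 libraries each). Its log2 fold change was -0.08 ± 0.13 (SE, limma, adjusted p = 0.70), with an exact permutation p of 1. In RPF, Elavl1 measured 73.2 ± 12.1 RPKM in Ctrl and 59.6 ± 5.16 RPKM in HuR-FKO (SD, n = 2 each), and the exact permutation p was 0.333, the smallest that 2 against 2 allows. The values count reads over the whole coding sequence, the deleted exons are not given in the sources used here, and cells other than adipocytes keep the gene. Elavl1 therefore did not check the genotype labels of these libraries. In samples not analysed here, the study found HuR lost in this tissue by PCR and western blot, and Insig1 mRNA lower by PCR. Insig1 had the same direction below, but it fell along with genes of sterol synthesis, so it does not check the labels either. Directions are those of the libraries labelled HuR-FKO.

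**Figure D1:**
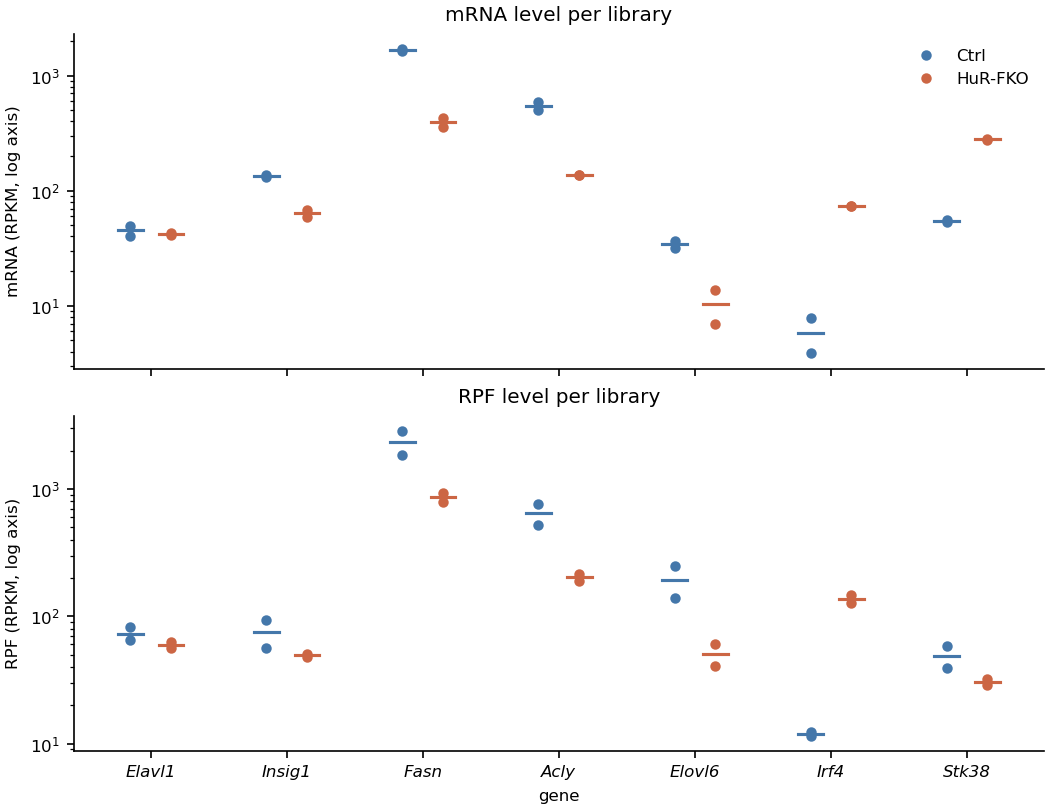
Level of 7 genes in each library (points) with the group mean (lines), in RPKM on a log axis, for mRNA above and RPF below. Elavl1 overlapped between the genotypes in mRNA, while Fasn, Acly and Irf4 separated in both assays and Stk38 was higher in HuR-FKO in mRNA and not in RPF.

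In mRNA, 19 of 29 fat synthesis genes fell and 4 rose in the libraries labelled HuR-FKO, while 13 of 22 stress genes, 10 of 24 inflammatory mediators and 13 of 39 macrophage markers rose. Each of these lists had an adjusted p of 0.62 with an estimated correlation. Fasn, which encodes fatty acid synthase, fell from 1669 ± 51.2 to 392 ± 51.1 RPKM (SD, n = 2 each; log2 fold change -2.09 ± 0.12, SE). Acly, whose enzyme supplies acetyl-CoA for lipid synthesis, fell by 1.99 ± 0.12 on the log2 scale. Irf4, a transcription factor, rose from 5.86 ± 2.83 to 73.0 ± 0.0449 RPKM (log2 fold change 3.50 ± 0.23). Insig1 (NM_153526, chromosome 5, 28071363 to 28078662), which retains the SREBP complex in the endoplasmic reticulum and which the study follows as a HuR target, fell from 133.7 ± 3.24 to 63.5 ± 5.71 RPKM (log2 fold change -1.06 ± 0.12, adjusted p = 0.00059).

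Other large rises were Serpina3b (2.66), Sgk1 (2.63), Stk38 (2.33), Rgs2 (2.31), Serpina3k (2.16), 8430408G22Rik (2.12), Saa3 (2.11) and Per1 (2.10), given as log2 fold changes. Sgk1 encodes a kinase, Rgs2 a regulator of G protein signalling and Per1 a clock protein, and the serpin A3 genes and Saa3 encode secreted proteins of the acute-phase type. The other large falls were Dmrt2 (-2.01), Tlcd2 (-1.92), Acss2 (-1.90), Bmp3 (-1.89), Cdsn (-1.75), Elovl6 (-1.70), Tkt (-1.68) and Me1 (-1.67). Acss2, Elovl6, Tkt and Me1 encode enzymes that supply acetyl-CoA, fatty acid chains or NADPH. The serpin A3 genes are a family of near-identical copies, so reads could be shared between them and their values are uncertain. In samples not analysed here, the study assayed Hmgb1 in brown fat and Cebpb in brown and white fat, and detected no change in either. Of the genes that the study names, Fabp4 (log2 fold change 0.39, adjusted p = 0.092), Cebpb (0.07, adjusted p = 0.78) and Hmgb1 (0.06, adjusted p = 0.79) did not pass. With the length and G+C trend removed, Cebpb (0.49, adjusted p = 0.025) and Fabp4 (0.45, adjusted p = 0.033) did, and Fabp4 also did with voom (0.40, adjusted p = 0.047). With quantile normalization Fabp4 was at 0.00, since the highest gene of each library is then given one value.

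Fatty acid and triglyceride synthesis had 29 measured members, of which 4 rose, 19 fell and 6 did not pass (4 and 20 adjusted over the list alone, camera FDR = 5.2e-08). Its adjusted p was 0.62 with an estimated correlation and 0.020 with fry, which no other list passed in mRNA, and the list median was -0.59. Cholesterol synthesis and SREBP2 targets had 24 measured members, of which 10 fell and 14 did not pass (15 lower adjusted over the list alone, camera FDR = 2.1e-07, adjusted p = 0.62 with an estimated correlation). Fdps (-1.09) and Dhcr7 (-0.998), which encode enzymes of sterol synthesis, fell along with Insig1. Among 21 measured white fat and adipogenesis genes that the study assayed by PCR, 3 rose, 9 fell and 9 did not pass (4 and 11 adjusted over the list alone, camera FDR = 0.017, adjusted p = 0.62 with an estimated correlation). Fasn and Acaca (-1.28) fell, while Acacb and Lpin1 (both 1.11) rose. The study chose these genes, and described most of those it assayed as higher in HuR-FKO, in samples not analysed here and alongside sequencing of older mice. The call of the list ended with quantile normalization (median relative to other genes -0.28, adjusted p = 0.085) and with the length and G+C trend removed (-0.25, adjusted p = 0.095). In the same libraries macrophage markers had a list median of 0.24 and red blood cell markers of -1.001 (-0.66 against -1.03 relative to other genes without Ctrl replicate 1). Neither list passed with an estimated correlation (adjusted p = 0.62 each).

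Of 76 respiratory chain genes, 19 fell, none rose and 57 did not pass (29 lower adjusted over the list alone, median -0.29, camera FDR = 4.7e-11, adjusted p = 0.62 with an estimated correlation). Ndufb7 (-0.67), Ndufa13 (-0.62), Ndufa11 (-0.59) and Uqcrq (-0.54), subunits of complexes I and III, were the members with the largest changes. In a shared fit over all 8 libraries, Ndufb7 (adjusted p = 0.063), Ndufa13 (0.051) and Ndufa11 (0.19) did not pass. That fit pools the residual spread of both assays, which was wider in RPF. Without single pools Ndufa11 ran from -0.74 to -0.45 and Uqcrq from -0.70 to -0.37. Of 72 mitochondrial ribosomal protein genes, 7 fell and 65 did not pass (5 lower adjusted over the list alone, camera FDR = 8.4e-06, adjusted p = 0.62 with an estimated correlation), led by Mrps6 (-0.89), Mrpl34 (-0.59), Mrps21 (-0.53) and Mrpl14 (-0.50). Of 28 genes of the citrate cycle and pyruvate use, 2 rose, 6 fell and 20 did not pass (2 and 12 adjusted over the list alone, camera FDR = 0.00014, adjusted p = 0.62 with an estimated correlation). The pyruvate dehydrogenase subunits Pdha1 (-0.66) and Pdhb (-0.65) fell, and Pdk4 (1.42) and Pdk2 (0.93), whose kinases inhibit that enzyme, rose. With the length and G+C trend removed, 7 respiratory chain genes and 3 mitochondrial ribosomal protein genes fell. The list medians relative to other genes went from -0.32 to -0.15 and from -0.21 to -0.09. Both lists still passed camera (FDR = 0.00017 and 0.021), though not with an estimated correlation (adjusted p = 0.60 and 0.77). The citrate cycle list did likewise (2 higher, 11 lower, camera FDR = 6.8e-05, adjusted p = 0.65 with an estimated correlation). Mrpl34 (-0.20), Mrps21 (-0.33), Mrpl14 (-0.25) and Ndufa11 (-0.32) then did not pass. With quantile normalization the medians were -0.19 for the respiratory chain and -0.15 for the citrate cycle, the latter from -0.23.

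Proteasome genes (44 measured, 2 lower, 42 not passing, 0 adjusted over the list alone, camera FDR = 0.0023, adjusted p = 0.80 with an estimated correlation) included Psmb5 (-0.50) and Psmb9 (-0.47). Of 81 cytosolic ribosomal protein genes, Rpl28 (-0.40) fell and 80 did not pass (0 adjusted over the list alone, camera FDR = 0.00022, adjusted p = 0.80 with an estimated correlation). The ribosomal protein list's median relative to other genes, lower in the deposited scaling, turned to 0.02 with quantile normalization and to 0.01 with the length and G+C trend removed, and its call ended without Ctrl replicate 2 (-0.10, adjusted p = 0.058). The proteasome call ended with quantile normalization (-0.11, adjusted p = 0.068) and without Ctrl replicate 2 (-0.12, adjusted p = 0.085), and its median went from -0.17 to -0.09 with the trend removed. Rpl28 (-0.25), Psmb5 (-0.29) and Psmb9 (-0.32) did not pass with the trend removed (adjusted p = 0.077 to 0.10), in a shared fit (0.097 to 0.62), or without either HuR-FKO replicate (0.083 to 0.20). Rpl28 also did not pass with quantile normalization (adjusted p = 0.10) or without either Ctrl replicate (0.059 and 0.084), Psmb9 not without Ctrl replicate 2 (0.11), and neither did by eBayes without trend (0.066 and 0.056). With the length and G+C trend removed, the proteasome list still passed camera (FDR = 0.021), though not with an estimated correlation (adjusted p = 0.77). These groups have short mRNAs. The median transcript was 791 bases for cytosolic ribosomal proteins and 751.5 for the respiratory chain, against 2981 for all genes. The mRNA change rose with transcript length across genes (Spearman rho 0.379), and within Ctrl the mRNA replicates differed along length as well (rho 0.343). The HuR-FKO mRNA replicates had a rho of -0.01 and the RPF change a rho of 0.042. These are correlations across genes, which are not independent replicates, so no p is given.

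**Figure D2:**
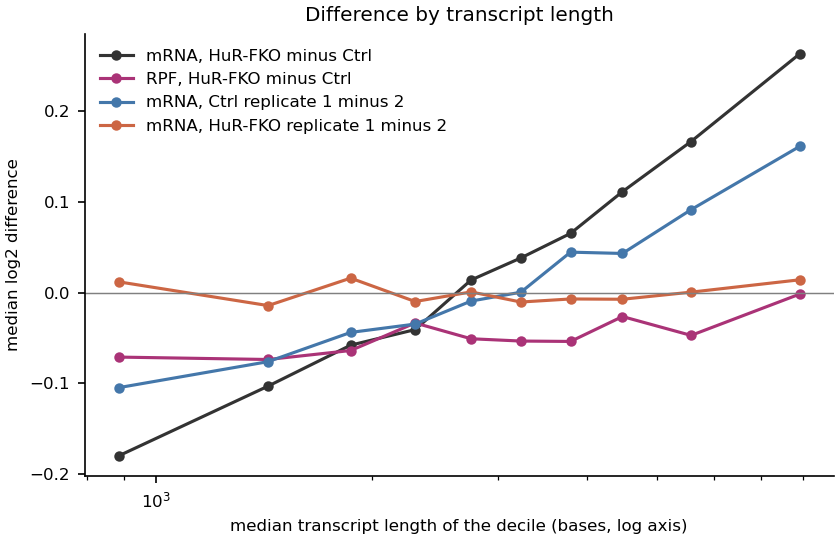
Median log2 difference of the genes in each decile of transcript length, against the median length of the decile in bases on a log axis. The mRNA difference between genotypes ran from -0.18 in the shortest decile to 0.26 in the longest, the difference between the Ctrl mRNA replicates from -0.10 to 0.16, that between the HuR-FKO mRNA replicates from 0.01 to 0.01, and the RPF difference from -0.07 to 0.00.

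Immediate early and stress genes had 22 measured members, of which 13 rose, 2 fell and 7 did not pass (14 and 3 adjusted over the list alone, median 0.70, camera FDR = 0.00014, adjusted p = 0.62 with an estimated correlation). Per1, Ctgf (1.47), Sik1 (1.45) and Cyr61 (1.45) had the largest changes. Of 24 inflammatory mediators, 10 rose and 14 did not pass (14 higher adjusted over the list alone, camera FDR = 6.4e-05, adjusted p = 0.62 with an estimated correlation). Beside Saa3, the NF-kappaB inhibitor gene Nfkbia (1.18) and the chemokine gene Ccl9 (1.16) rose. Of 39 macrophage markers, 13 rose, 1 fell and 25 did not pass (14 and 1 adjusted over the list alone, median 0.24, camera FDR = 0.00058, adjusted p = 0.62 with an estimated correlation), including Ms4a6c (1.56), Gpnmb (1.29), Ms4a6d (0.95) and Cd163 (0.89). Red blood cell markers were lower (10 measured, 6 lower, 4 not passing, 8 lower adjusted over the list alone, median -1.001, camera FDR = 4.5e-05, adjusted p = 0.62 with an estimated correlation). Hba-a2 (-1.19), Hba-a1 (-1.18), Hbb-bs (-1.07) and Hbb-b1 (-1.07) fell, and they are near-identical globin copies whose single values are uncertain. None of the 4 passed without HuR-FKO replicate 1 (-0.76, -0.78, -0.76 and -0.76; adjusted p = 0.11 to 0.15) or in a shared fit. With the trend removed Hba-a2, Hba-a1 and Hbb-bs did not pass (adjusted p = 0.077 to 0.087), with quantile normalization Hba-a2 and Hbb-bs did not (0.051 each), and the list median relative to other genes went from -1.03 to -0.66 without Ctrl replicate 1.

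Adipocyte identity genes went both ways (41 measured, 5 higher, 7 lower, 29 not passing; 9 and 9 adjusted over the list alone, camera FDR = 0.73), and their most abundant members were Fabp4 and Cfd (17819 RPKM in Ctrl, 21186 in HuR-FKO). Interferon response genes did not pass as a list (42 measured, 8 higher, 2 lower, 32 not passing; 11 and 3 adjusted over the list alone, camera FDR = 0.18). Ifi27l2a rose by 1.36 on the log2 scale, and B2m measured 4298 RPKM in Ctrl and 3859 in HuR-FKO.

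Of the 8562 genes, 642 rose and 560 fell (limma, adjusted p under 0.05), 14.0% of the genes tested. At more than 2-fold, 112 rose and 48 fell. The counts were 131 and 95 without HuR-FKO replicate 1, 139 and 97 without HuR-FKO replicate 2, and 150 and 104 in a shared fit over all 8 libraries. They were 909 and 600 with voom, but more fell than rose with median ratio scaling (531 and 626), quantile normalization (487 and 536) and the trend removed (468 and 501).

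The study's HuR-bound mRNAs were tested for a shift against all other genes. Among 199 measured, 12 rose, 15 fell and 172 did not pass (11 and 15 adjusted over the list alone, camera FDR = 0.21). The difference of their median log2 fold change from that of the other genes was -0.04 (Kolmogorov-Smirnov p = 0.0052, n = 199 genes, adjusted p = 0.023 over 9 such tests). Mpc1, which encodes a mitochondrial pyruvate carrier subunit, fell by 0.65. Ly6c1 measured 343 RPKM in Ctrl and 490 in HuR-FKO, a log2 fold change of 0.54 (0.23 without Ctrl replicate 1, 0.85 without Ctrl replicate 2). The list was ranked by the study on the Ctrl to HuR-FKO ratio of immunoprecipitated RNA, so its direction is not independent evidence. The difference was -0.02 without HuR-FKO replicate 1, -0.02 without Ctrl replicate 2, -0.06 without HuR-FKO replicate 2 and -0.07 without Ctrl replicate 1. After removal of the length and G+C trend, chosen after seeing the data, the difference was -0.03 (p = 0.21, n = 195 genes). The 71 members that the study marked as having no AUUUA pentamer in the 3' UTR had a median below that of the other genes by the same test (difference -0.08, p = 0.00022, n = 71 genes, adjusted p = 0.0020). Of these, 5 rose, 5 fell and 61 did not pass (5 and 5 adjusted over the list alone), and the list did not pass camera (FDR = 0.052, adjusted p = 0.62 with an estimated correlation). With the trend removed that difference was -0.04 (p = 0.33, n = 67 genes). For the 128 marked as having one the difference was 0.01 (p = 0.31, n = 128 genes), turning to -0.03 with the trend removed (p = 0.33, n = 128 genes).

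In RPF, 7 of 29 fat synthesis genes fell and 1 rose, and 3 of 22 stress genes rose. With an estimated correlation the adjusted p of these lists was 0.91 and 0.78. Irf4 rose from 11.9 ± 0.506 to 137 ± 12.8 RPKM (SD, n = 2 each; log2 fold change 3.42 ± 0.21, SE) and Ddit4, which encodes an inhibitor of mTORC1, from 26.6 ± 2.05 to 253 ± 44.8 RPKM (3.19 ± 0.20). Serpina3b (2.82), Cebpd (2.15), Serpina3k (2.14), the metallothionein gene Mt2 (1.97), Rgs2 (1.96), Sox7 (1.93) and Arrdc3 (1.87) rose as well. By eBayes without trend, only 4 of the 28 genes that rose in RPF still passed. Without single pools Rgs2 ran from 1.60 to 2.32 and Arrdc3 from 1.49 to 2.24. Elovl6 (-1.88), Pnpla3 (-1.76), Me1 (-1.67), Acly (-1.64), Acss2 (-1.63), Fasn (-1.43) and Acaca (-1.23), all of lipid metabolism, were 7 of the 10 genes that fell. The others were Adamts5 (-1.19), Prkcdbp (-1.05) and Rbp4 (-1.01), which encodes a retinol carrier. Of the 10, Elovl6, Adamts5, Prkcdbp and Rbp4 did not pass with median ratio scaling (adjusted p = 0.055 to 0.070), nor Elovl6 and Prkcdbp with quantile normalization (0.053 and 0.052). Without HuR-FKO replicate 1 Pnpla3, Me1 and Acly still passed, without HuR-FKO replicate 2 Pnpla3 and Acss2, and by eBayes without trend none of the 10. Insig1 measured 75.4 ± 26.3 RPKM in Ctrl and 49.6 ± 1.85 in HuR-FKO (SD, n = 2 each) and did not pass (-0.55 ± 0.26, adjusted p = 0.49; from -0.91 without Ctrl replicate 1 to -0.19 without Ctrl replicate 2), nor did Fabp4 (0.40, adjusted p = 0.27), Cebpb (0.19, adjusted p = 0.84) or Hmgb1 (-0.21, adjusted p = 0.71).

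Among the lists, fatty acid and triglyceride synthesis (29 measured, 1 higher, 7 lower, 21 not passing; 3 and 14 adjusted over the list alone, camera FDR = 4.4e-05, adjusted p = 0.91 with an estimated correlation) was lower. So was cholesterol synthesis (24 measured, none past the threshold, 0 adjusted over the list alone, median -0.34, camera FDR = 0.0018, adjusted p = 0.91 with an estimated correlation), with Hmgcs1 at 316 and 408 RPKM and Sc5d at 168 and 130 RPKM in Ctrl and HuR-FKO. Without HuR-FKO replicate 1 the cholesterol list did not pass (-0.23, adjusted p = 0.094). Immediate early and stress genes were higher (22 measured, 3 higher, 19 not passing; 9 higher and 2 lower adjusted over the list alone, camera FDR = 1.8e-05, adjusted p = 0.78 with an estimated correlation), with Ctgf (1.62), Zfp36 (1.37) and Rhob (1.36). Inflammatory mediators were higher (24 measured, 2 higher, 22 not passing; 8 higher adjusted over the list alone, camera FDR = 0.00015, adjusted p = 0.78 with an estimated correlation), with Hp (0.85), the gene of haptoglobin. Medians relative to other genes went from -0.39 to -0.21 for fatty acid and triglyceride synthesis without Ctrl replicate 2, and from 0.56 to 0.28 for inflammatory mediators without HuR-FKO replicate 2 and to 0.32 without Ctrl replicate 1.

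Macrophage markers were higher in RPF as a list (39 measured, none past the threshold, 1 higher adjusted over the list alone, median 0.22, camera FDR = 0.00015, adjusted p = 0.91 with an estimated correlation), though the most abundant members Ctsb and Lyz2 measured 2537 and 1653 RPKM in Ctrl and 2475 and 1718 in HuR-FKO. Their median relative to other genes went from 0.27 to 0.16 without Ctrl replicate 2. Smooth muscle and pericyte markers (17 measured, none past the threshold, 1 higher adjusted over the list alone, median 0.22, camera FDR = 0.038) had an adjusted p of 0.91 with an estimated correlation, and Sncg and Mcam measured 2705 and 246 RPKM in Ctrl and 2067 and 288 in HuR-FKO. Without Ctrl replicate 1 that list did not pass (0.26, adjusted p = 0.18), nor without HuR-FKO replicate 2 (0.12, adjusted p = 0.064) or in a shared fit (0.27, adjusted p = 0.099). Red blood cell markers were lower (10 measured, none past the threshold, 2 lower adjusted over the list alone, median -0.48, camera FDR = 0.038, adjusted p = 0.91 with an estimated correlation), with Hba-a1 at 11399 and 5938 RPKM and Hba-a2 at 10860 and 5790 RPKM in Ctrl and HuR-FKO. Without Ctrl replicate 1 their median relative to other genes was 0.17, and the call also ended without HuR-FKO replicate 1 (-0.50, adjusted p = 0.11), without HuR-FKO replicate 2 (-0.43, adjusted p = 0.064), with a pseudocount of 0.1 (-0.43), with the trend removed (-0.41, adjusted p = 0.051) and in a shared fit (-0.43, adjusted p = 0.099).

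The respiratory chain (76 measured, none past the threshold, 0 adjusted over the list alone, median -0.08, camera FDR = 0.15) and the cytosolic ribosomal proteins (81 measured, none past the threshold, 0 adjusted over the list alone, median 0.04, camera FDR = 0.19) did not pass in RPF. Atp5b and Uqcr11 measured 1960 and 1834 RPKM in Ctrl and 1977 and 1855 in HuR-FKO, and Rpl41 and Rps29 1245 and 747 RPKM in Ctrl and 1147 and 879 in HuR-FKO. The shift of the HuR-bound mRNAs did not pass the Kolmogorov-Smirnov test in RPF (difference 0.01, p = 0.19, n = 199 genes, none past the threshold, 0 adjusted over the list alone, camera FDR = 0.84), and its sign turned with voom (-0.01), with the trend removed (-0.01) and without HuR-FKO replicate 1 (-0.01), Ctrl replicate 1 (-0.04) or Ctrl replicate 2 (-0.04). Mpc1 and Gm8894 measured 927 and 449 RPKM in Ctrl and 657 and 437 in HuR-FKO.

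**Figure D3:**
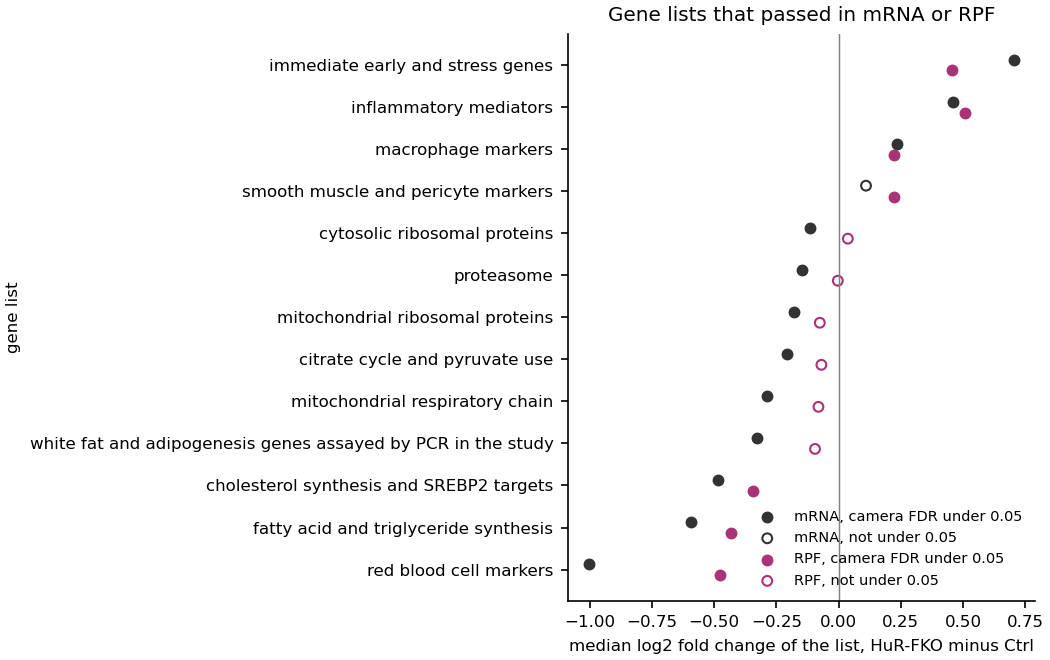
Median log2 fold change (HuR-FKO minus Ctrl) of the gene lists that passed camera in mRNA or RPF; filled points had an FDR under 0.05. With an estimated correlation none of these lists passed (for the filled points adjusted p = 0.62 to 0.80 in mRNA and 0.78 to 0.91 in RPF). That test has 2 residual degrees of freedom and little power. Relative to other genes the cytosolic ribosomal protein median in mRNA turned to 0.02 with quantile normalization, and the red blood cell median in RPF to 0.17 without Ctrl replicate 1.

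Across the 8562 genes, 28 rose and 10 fell in RPF (limma), with 913 at an unadjusted p under 0.05 against 428.1 expected by chance. Of the 38 genes, 36 had also changed in mRNA in the same direction, 26 higher and 10 lower, where independent lists would share 2.10 and 0.654. The exceptions were Hp and LOC100504934, the latter named after its values were seen. Both assays came from the same pools, so the overlap between them is no independent replication of a genotype effect. Of the 1202 genes changed in mRNA, 83.4% had the same sign in RPF, and across all genes the log2 fold changes correlated at r = 0.488 (rho = 0.381), a correlation across genes, which are not independent replicates. Without HuR-FKO replicate 1 the counts were 11 and 5, without HuR-FKO replicate 2 12 and 3, without Ctrl replicate 1 63 and 44, and without Ctrl replicate 2 40 and 18. They were 4 and 0 by eBayes without trend.

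In TE, the question was whether ribosome load per mRNA differed between the genotypes. Stk38, which encodes a serine/threonine kinase, was the gene that fell (log2 difference -2.97 ± 0.26, SE, adjusted p = 0.0062). Its mRNA level rose from 54.7 ± 1.87 to 279 ± 4.47 RPKM (SD, n = 2 each), while its log2 ratio of RPF to mRNA went from -0.18 ± 0.34 to -3.15 ± 0.13. Insig1 (0.51 ± 0.30, adjusted p = 0.67; from 0.13 without Ctrl replicate 1 to 0.90 without Ctrl replicate 2), Elavl1 (-0.20 ± 0.25, adjusted p = 0.85), Fabp4 (0.01), Cebpb (0.12) and Hmgb1 (-0.27) did not pass. The Stk38 call ended when any 1 pool was left out, where the log2 difference ran from -3.21 to -2.73, and with the pool as a block (adjusted p = 0.14).

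Of the 38 lists, 8 passed camera with higher TE in the libraries labelled HuR-FKO, with no member past the threshold in any of them. None of the 8 passed with an estimated correlation (adjusted p = 0.76), with quantile normalization or with the length and G+C trend removed. The respiratory chain (76 measured, median 0.18, camera FDR = 4.9e-06, adjusted p = 0.76 with an estimated correlation; 0 adjusted over the list alone) held Atp5b and Uqcr11, whose log2 ratios of RPF to mRNA were 0.41 and 1.69 in Ctrl and 0.69 and 2.22 in HuR-FKO. Cytosolic ribosomal proteins (81 measured, median 0.16, FDR = 4.9e-06, adjusted p = 0.76 with an estimated correlation; 1 higher adjusted over the list alone) held Rpl41 and Rps29, at -1.41 and -0.99 in Ctrl and -1.30 and -0.62 in HuR-FKO. Mitochondrial ribosomal proteins (72 measured, median 0.09, FDR = 0.0058, adjusted p = 0.76 with an estimated correlation) held Mrpl51 and Mrps21, at -0.01 and -0.08 in Ctrl and 0.14 and 0.60 in HuR-FKO. Proteasome genes (44 measured, median 0.08, FDR = 0.016, adjusted p = 0.76 with an estimated correlation) held Psma1 and Psmb7, at 0.84 and 0.55 in Ctrl and 0.74 and 0.78 in HuR-FKO.

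Citrate cycle and pyruvate use (28 measured, median 0.15, FDR = 0.026, adjusted p = 0.76 with an estimated correlation) held Mdh1 and Pcx, at 1.24 and -0.04 in Ctrl and 1.26 and 0.19 in HuR-FKO. Adipocyte identity (41 measured, median 0.09, FDR = 0.026, adjusted p = 0.76 with an estimated correlation) held Fabp4 and Car3, at 0.56 and 1.14 in Ctrl and 0.57 and 1.55 in HuR-FKO. Fatty acid oxidation (28 measured, median 0.09, FDR = 0.031, adjusted p = 0.76 with an estimated correlation) held Acsl1 and Etfa, at 0.49 and 0.54 in Ctrl and 0.52 and 0.59 in HuR-FKO. ATF4 and amino acid response genes (25 measured, median 0.12, FDR = 0.044, adjusted p = 0.76 with an estimated correlation; 2 higher adjusted over the list alone) held Phgdh and Nupr1, at 0.18 and 0.40 in Ctrl and 1.00 and 0.35 in HuR-FKO. For the lists without such a count, 0 members passed when adjusted over the list alone. Of the 8 lists, 2 passed without HuR-FKO replicate 1, 4 without Ctrl replicate 1, 4 without Ctrl replicate 2 and 7 without HuR-FKO replicate 2. Medians relative to other genes went from 0.16 to 0.06 without Ctrl replicate 1 and 0.28 without Ctrl replicate 2 for adipocyte identity, and from 0.16 to 0.10 without HuR-FKO replicate 1 and 0.24 without HuR-FKO replicate 2 for fatty acid oxidation. Without Ctrl replicate 2 they went from 0.16 to 0.10 for mitochondrial and from 0.23 to 0.15 for cytosolic ribosomal proteins, and without HuR-FKO replicate 2 from 0.15 to 0.25 for the proteasome.

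Cholesterol synthesis did not pass in TE (24 measured, median 0.18, FDR = 0.092; 0 adjusted over the list alone), with Hmgcs1 and Sc5d at 1.31 and 0.41 in Ctrl and 1.52 and 0.47 in HuR-FKO. The shift of the HuR-bound mRNAs did not pass in TE either (difference 0.04, turning to -0.01 without Ctrl replicate 2, Kolmogorov-Smirnov p = 0.25, n = 199 genes, none past the threshold, 0 adjusted over the list alone, camera FDR = 0.72), and Mpc1 and Ly6c1 were at 0.56 and -0.47 in Ctrl and 0.72 and -0.50 in HuR-FKO. By limma, 0 genes had higher and 1 had lower TE, and voom on the recovered reads called 0 higher and 2 lower. At an unadjusted p under 0.05 in limma, 256 were higher and 432 lower, where 428.1 in both directions together are expected by chance. That split lies on a scale where the median TE difference over all genes was -0.07, against -0.009 with median ratio scaling. In simulated libraries of this depth and median replicate spread, 2-fold TE changes were mostly not detectable, with 16.4% of them recovered.

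TE was also compared between genes. Of 8562 genes, 2907 had a higher and 2940 a lower TE than the median gene. Cytosolic ribosomal proteins were low (74 of 81 lower, list median -1.47 on the log2 scale), among them Rpl41 (-1.05 ± 0.10, SE) and Rps29 (-0.50 ± 0.10). Endothelial markers had a list median of -0.96 (24 of 30 lower), although Cd36, which adipocytes also express, was at 0.91 ± 0.08. Mesothelial markers (1.46, 19 of 21 higher), macrophage markers (0.87, 32 of 39 higher), extracellular matrix genes (0.82, 40 of 49 higher) and fatty acid oxidation genes (0.70, 23 of 28 higher) were high. Red blood cell markers had a list median of 1.75 (8 of 10 higher), with medians of 1.18 to 2.50 in single pools. Each assay was scaled on its own, so only differences from the median gene can be read. Transcript length and G+C content were not adjusted for in this comparison between genes. Whether either contributes to the list medians was not tested.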

Values the study reported

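The study took the 200 genes most enriched in HuR immunoprecipitates as HuR targets. In white adipocyte cultures treated with Actinomycin D, it gave a half-life of Insig1 mRNA of 4.3 h with HuR and 1.2 h in its absence. For a reporter that carried the Insig1 3′UTR, it gave half-lives of 6.7 h with HuR overexpression and 2.4 h in the control.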

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

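The tests of transcript length, of glucocorticoid-induced and clock genes, and of the reads, paralog and region of Stk38 were chosen after the results were seen, and the list of glucocorticoid-induced genes was written then as well. Each result named first below was taken up because the genotype effect differed between RPF and mRNA by a test of the difference itself.

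Stk38 had a log2 fold change in RPF that was below that in mRNA (difference -2.969). Among gene lists, the RPF change lay above the mRNA change for the respiratory chain (median difference 0.176), cytosolic ribosomal proteins (0.1586), citrate cycle and pyruvate use (0.15), ATF4 and amino acid response (0.1151), mitochondrial ribosomal proteins (0.09062), adipocyte identity (0.08877), fatty acid oxidation (0.0886) and the proteasome (0.08225), none of which passed with an estimated correlation (adjusted p = 0.76).

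The mRNA change rose with transcript length, by 0.119 ± 0.004 (SE) log2 units per doubling, across 8245 genes. The SEs of these slopes are over genes, which are not independent replicates, and leave out the spread between pools. The trend was not made by ribosomal protein, respiratory chain and proteasome genes, since without them the slope was 0.1172, nor do the tables go with shorter mRNAs being lower in the tissue at an equal ribosome load, as the RPF slope was 0.01197. A length and base composition bias of the mRNA libraries may account for part of the trend, since the Ctrl mRNA replicates differed along length with a slope of 0.08367, but the HuR-FKO replicates had a slope of -0.0038 ± 0.0026 (SE) and both were below the slope between genotypes; with the trend removed 0 of the 8 TE lists passed. Along coding G+C, where the genotypes differed by -0.162 per 10 points, the HuR-FKO mRNA replicates differed by 0.132 and the Ctrl ones by -0.029. A difference in TE along length between the genotypes stays open as untested, because removing the trend would remove it too.

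Glucocorticoid-induced genes were higher while fat synthesis genes were lower (24 measured, 19 higher in mRNA, none lower, 5 not passing; 20 and 2 adjusted over the list alone, median 1.12; camera FDR = 1.5e-14; adjusted p = 0.23 with an estimated correlation). Of the 24, 12 are in another list and 2 were among the 20 largest mRNA changes. Of the other 22, 17 were higher. The 22 still hold Ddit4, Cebpd and Mt2, among the 10 largest RPF rises, and Pdk4, Nfkbia and Lpin1, named above. They are therefore not a test on genes that had not been seen. In RPF the list median was 0.9767 (7 higher, none lower, 17 not passing, 17 and 1 adjusted over the list alone, camera FDR = 1.7e-14, adjusted p = 0.13 with an estimated correlation). This argues against a bias of the mRNA libraries alone, though the list was written with the RPF values in view. A hormonal or feeding state that differed between the mice may be a cause and cannot be told apart from an effect of the genotype: both HuR-FKO mRNA libraries lay above both Ctrl libraries, by a gap of 0.9891 in the list's median. A different clock time also stays open, since the Arntl phase list had a median of -0.1913 over genes that went both ways, and of 10 clock genes other than Per1 the 95% interval of 2 lay within 0.5 of 0, while Nr1d1 fell (-0.87) and Nfil3 rose (0.86).

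Stk38 mRNA was 5.11 times higher in HuR-FKO with no more footprints, 77 reads against 134 in Ctrl, where an equal load per mRNA would give 673.1. Counting error was argued against by an exact binomial test (p = 2.343e-52), which covers counting error only. Reads shared with the paralog Stk38l were argued against by its mRNA change of -0.1533, and a change of the whole region by the median of 0.03802 for the 11 measured genes within 500 kb of Stk38 on chromosome 17, although Cdkn1a (1.82) and Fkbp5 (2.10) there rose and Mtch1 (-0.50) fell. A transcript of Stk38 that is not translated may be a cause, which values summed over the coding sequence cannot test. The call itself ended without any 1 pool, while the log2 difference in TE ran from -3.21 to -2.73.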

How the results depend on the processing

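Voom on recovered reads and removal of the length and G+C trend were chosen after seeing the data; no filter and all rows of the table changed no input. Of 57 named genes called in mRNA, 35 remained called without HuR-FKO replicate 1, 43 without HuR-FKO replicate 2 and 42 in a shared fit; of 24 in RPF, 11, 11 and 24 remained, and 4 did by eBayes without trend. None of the called genes turned direction in any of these alternatives. Of all genes the naming rule takes, before the lists to describe were chosen with values in view, 21 of 107 in mRNA, 27 of 92 in RPF and 37 of 76 in TE turned direction in at least 1 alternative, none of them called. Where a pool is left out, its group has 1 library, which is assumed to vary like the others. The residual spread in mRNA and RPF then comes only from the other genotype. For mRNA, a chi-square of reads between replicates was 7.97 per gene in Ctrl and 4.90 in HuR-FKO. Fits without a HuR-FKO pool thus take their mRNA spread from the pair that differed more, by a measure that also rises with depth. RPF depth was a median of 16 to 40 reads per gene. Simulated libraries of that depth and median replicate spread gave back 22.4% of 2-fold changes in RPF and 16.4% in TE, and depth was not varied on its own.

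With the replicate block the mRNA counts were 1125 higher and 1031 lower, the RPF counts 73 and 67, and the TE count 0 lower; 5 lists were higher in mRNA. Deviations of libraries with the same number in both genotypes correlated at 0.155 in mRNA and -0.005 in RPF. The replicates share only a number across genotypes, so for mRNA and RPF these counts are no better controlled. For TE the block is the pool.

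In a shared fit mRNA gave 150 higher and 104 lower, and RPF 93 and 109. That fit pools the residual spread of both assays for each gene. In the separate fits the median SE was 0.133 in mRNA and 0.274 in RPF. Pooling therefore widens the SE of a typical gene in mRNA and narrows it in RPF. RPF gave 4 higher and 0 lower by eBayes without trend, 97 and 74 with voom, and 6 lower with median ratio scaling. TE lower was 2 with voom and 0 with the trend removed and the block. Without single pools the counts ran from 131 to 925 and 95 to 717 in mRNA, 11 to 63 and 3 to 44 in RPF, and 0 to 0 for TE lower. Lists higher in mRNA were 5 with quantile normalization, 0 with an estimated correlation and 0 with fry (4 to 6 without single pools); lower 0, and 1 with fry (7 to 13). In RPF lists higher were 9 with voom, 0 with an estimated correlation and 0 with fry (3 to 8); lower 0 and 0 (1 to 4). In TE lists higher were 0 with quantile normalization, 15 with voom, 0 with the trend removed, with or without the block, 0 with an estimated correlation and 0 with fry (2 to 11); lower 1 with voom (0 to 1). The cause of the other differences was not tested.

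The HuR-bound shift in mRNA was -0.0292 with the trend removed (-0.0716 to -0.0165 without single pools). In RPF it was -0.0085 with voom and -0.0146 with the trend removed (-0.0422 to 0.00177), and in TE -0.000181 with the trend removed, with or without the block (-0.0106 to 0.0602). The cytosolic ribosomal protein median in mRNA turned to 0.0214 with quantile normalization and 0.00922 with the trend removed, and the red blood cell median in RPF ran from -0.953 to 0.172 without single pools. Elavl1 in mRNA ran from -0.225 to 0.0562, and in TE it was 0.0212 with the trend removed, with or without the block.

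Turned log2 fold changes of genes not called were, with the trend removed, Hmgb1 in mRNA (-0.0504) and, also with the block, Fabp4 (-0.0398), Cebpb (-0.224) and Rpl41 (-0.0233) in TE. With quantile normalization they were Ctsb in RPF (0.0402) and Mdh1 (-0.127), Acsl1 (-0.108) and Etfa (-0.0837) in TE; with median ratio scaling Ctsb (0.00319) and Gm8894 (0.00761) in RPF and Nupr1 (0.0217) and Ly6c1 (0.0397) in TE; with voom Fabp4 (-0.000945) and Ly6c1 (0.0123) in TE. Without single pools, the ranges in mRNA were -0.178 to 0.328 (Cebpb) and -0.0885 to 0.211 (Hmgb1). In RPF they were -0.112 to 0.491 (Cebpb), -0.0442 to 0.0691 (Atp5b), -0.0784 to 0.118 (Uqcr11), -0.127 to 0.0505 (Ctsb), -0.127 to 0.262 (Lyz2), -0.309 to 0.0624 (Rpl41) and -0.179 to 0.111 (Gm8894). In TE they were -0.115 to 0.129 (Fabp4), -0.356 to 0.586 (Cebpb), -0.142 to 0.266 (Sc5d), -0.073 to 0.12 (Mdh1), -0.0904 to 0.158 (Acsl1), -0.116 to 0.216 (Etfa), -0.133 to 0.36 (Rpl41), -0.215 to 0.129 (Nupr1), -0.275 to 0.077 (Psma1), -0.0542 to 0.373 (Mpc1) and -0.292 to 0.242 (Ly6c1).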

Other observations

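The tests and lists in this part were chosen after the values were seen, and the genes were named from those lists then as well.

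Acute-phase and serpin A3 genes moved in both directions in mRNA (18 measured, 8 higher, 3 lower, 7 not passing; 12 and 3 adjusted over the list alone; camera FDR = 0.00037; adjusted p = 0.31 with an estimated correlation). S100a8 (1.81), Serpina3i (1.69) and Serpina3g (1.32) rose together with Saa3, Serpina3b and Serpina3k, while Orm1 (-0.88), Orm2 (-0.97) and Orm3 (-1.14), which encode orosomucoids, fell. The serpin A3 and orosomucoid genes are near-identical copies, so their single values are uncertain. In RPF 3 members were higher and none lower (camera FDR = 5.2e-06; adjusted p = 0.13 with an estimated correlation).

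Targets of FoxO factors did not pass in mRNA as a list (23 measured, 6 higher, 3 lower; camera FDR = 0.92), with Pdk4 (1.42) higher and Bcl6 (-1.39), Cited2 (-1.21) and Gadd45a (-1.18) lower. Targets of p53 did not pass (14 measured, 4 higher, 4 lower; camera FDR = 0.92), with Cdkn1a (1.82) higher and Phlda3 (-0.96) lower. Clock genes of the Per and Nr1d1 phase (6 measured, 1 higher, 1 lower; camera FDR = 0.92) and of the Arntl phase (5 measured, 1 higher, none lower; camera FDR = 1.00) did not pass.

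A hypothesis that mRNAs with more AUUUA pentamers in the 3' UTR were lower in HuR-FKO was tested over 8204 genes. Transcript length, coding G+C and the length of the 3' UTR were in the same fit. The slope of the mRNA change per doubling of 1 plus the number of pentamers was 0.003492 ± 0.004926 (SE), and in RPF it was 0.006291 ± 0.005613. The SEs are over genes, which are not independent replicates. The list of HuR-bound mRNAs cannot decide this either, because it was ranked on the Ctrl to HuR-FKO ratio of precipitated RNA and mRNAs lower in HuR-FKO enter it more easily. The sign of the slope was not decided, and a smaller effect in adipocytes alone may be diluted in whole tissue.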
